A study of Mus musculus with 16 samples. Its data were reported in "Histone lactylation in macrophages is predictive for gene expression changes during ischemia induced-muscle regeneration" (2024).

How the data were processed

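Macrophages sorted as CD45, CD11b, F4/80 and CD64 positive cells from the calf muscle of mice with a ligated femoral artery were profiled by CUT&Tag, an assay in which an antibody directs a transposase to a chromatin mark so that DNA fragments carrying the mark are released and sequenced. Antibodies against 4 marks were used: lactylation of lysine 18 (H3K18la), trimethylation of lysine 4 (H3K4me3), acetylation of lysine 27 (H3K27ac) and trimethylation of lysine 27 (H3K27me3), all on histone H3. Cells were taken at 2 and 4 days post injury (dpi), with 2 libraries per mark and time point, which gives 16 libraries. The labels name replicate numbers within a time point. The mice of 2 and 4 dpi differ, so the numbers pair no libraries across time. For H3K27me3 at 4 dpi the names of the deposited lists number the 2 replicates the other way round. The labels were followed. Libraries of different marks at a time point may share cells or mice, since the study reports the marks from the same material, but the labels do not say which belong together.

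According to the submitters' processing notes, reads were trimmed with Trim Galore 0.6.6, aligned with Bowtie2 2.4.4 and handled with SAMtools 1.13 and bedtools 2.30, and peaks were called with SEACR 1.3 in each library. The deposited signal is the peak caller's sum and maximum of fragment coverage over each peak, which the authors made without normalization between libraries. These scores per peak are the authors' values and were used to describe, rank or filter peaks within a list. Exceptions are log2 of median-scaled signal, an alternative that compares scaled values between libraries, and the share of signal in mitochondrial peaks, which is compared between marks. All values in the lists were whole numbers. SEACR kept the top share of enriched blocks of each library, so that the length of a list moves with depth and background. Read counts are not in the files, so the depth of each library is unknown, and no interval that needs it is given.

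The coordinates were taken as those of the mouse build GRCm39, which the labels and the names of the lists give. The methods of the study name the older mm10 (GRCm38) for the alignment, but GRCm39 for promoters and regulatory elements. Some peaks end beyond the GRCm38 ends of their chromosomes. The annotation at hand was of GRCm38, and coordinates were not converted, so no gene names, promoter windows or gene lists could be used. The planned shares of peaks at promoters and at distal sites, peak strength at promoters, promoters gained or lost, and shifts and marking of gene lists were therefore not run as written. Regions called in all 4 H3K4me3 libraries, a mark of active promoters, stood in for promoters, and regions of a mark gained or lost stood in for promoters gained or lost. These replacements, and the alternatives for them, were chosen after seeing peak numbers, widths and overlaps. Co-movement of marks was likewise measured at these H3K4me3 regions. Other tests and alternatives were fixed before the data were examined, except where the text says that they were chosen or added later.

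Peaks on the 21 chromosomes 1 to 19, X and Y were used. Peaks on the mitochondrial genome and on unplaced contigs were left out. The methods of the study state that peaks overlapping blacklist regions were removed. No such filter was applied here, and whether the deposited lists had been filtered is not known. Peaks of the 4 libraries of a mark were merged into regions where they overlapped by at least 1 bp. For each library the number of peaks, the median width, the share of peaks overlapping an H3K4me3 region, the share whose edge lay 10 to 100 kb from the nearest one, and the strength difference were computed. The strength difference is the median percentile of total signal, within the list, of peaks at H3K4me3 regions minus that of peaks over 10 kb away. H3K18la was compared with the other marks over 4 libraries against 4 with 2-sided exact permutation tests, and 9 contrasts were adjusted by the Benjamini-Hochberg method. The smallest p that this design allows is 0.0286. The test treats libraries of different marks as independent, which shared cells or mice would break, and a paired test over 4 libraries could not go below 0.125. Overlap between marks was measured per H3K18la library as the base-pair Jaccard index, which is the length shared by both lists over the length covered by either, against libraries of the same time point. Its paired sign-flip permutation test over 4 libraries cannot go below 0.125.

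For 2 against 4 dpi, each mark was tested alone. Regions called in all 4 libraries were ranked within each library by total signal summed over the region, ranks were turned into normal scores, and limma 3.58.1 under R 4.3.3 tested the difference with a trended, robust variance. A region was called at an adjusted p under 0.05. The shift is the difference in normal score, 4 minus 2 dpi. Regions called in both libraries of one time point and in neither of the other were counted as gained or lost. The 4 libraries of a mark can be divided into pairs in 3 ways, and values for the other 2 pairings are given beside those for time. They are no clean null, since in them any effect of time enters the residual. The procedure was tested on simulated data. With the spread of the 9325 H3K18la regions, 26% of the regions changed by 1 on the log2 scale and 90% of those changed by 2 were recovered, and 1.69% of calls were false. With the spread of the 13298 H3K4me3 regions, the recovered shares were 97% and 100%, and 1.5% of calls were false.

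Alternatives were a stricter threshold (the upper part of each list, from the median of the maximum signal), lists cut to the length of the shortest list of a mark, an overlap of at least 50% of the smaller feature, ranks by the maximum signal, log2 of median-scaled signal, the upper part of the shared regions, replicate number as a block, and leaving out each library in turn. Mean signal per called base, and shares among regions called in both libraries of a time point, were added after the main results had been seen. The second of these was added because the planned share differed from the value quoted from the study. Regions named are the 10 with the smallest p per mark and direction, the 10 gained or lost with the highest mean percentile, and the highest H3K18la regions at and far from H3K4me3 regions, with the first few of each given. This rule was written for genes before the data were examined and applied to regions instead. Libraries carry batch names in their labels. All H3K18la, H3K4me3 and H3K27me3 libraries share 1 batch, and the H3K27ac libraries come from 2 others, with replicate 1 at 4 dpi alone in its batch. Comparisons of H3K27ac with the other marks therefore cannot separate mark from batch. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, and the interval functions were checked against bedtools 2.31.1.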

Results

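The study asked how histone lactylation is placed along the genome of muscle macrophages, next to marks of active promoters, active enhancers and repressed chromatin, and how it changes between 2 and 4 dpi, when macrophages turn from an inflammatory to a restorative state. The data are peak lists of 16 CUT&Tag libraries, 4 per mark, of which 2 were made at each time point. H3K18la lists held 15190 to 27578 peaks, H3K4me3 lists 16446 to 18413, H3K27ac lists 24976 to 35971 and H3K27me3 lists 12060 to 14836. The peaks of a list covered 25.3 to 46.0 Mb for H3K18la, 35.7 to 53.6 Mb for H3K4me3, 37.8 to 205 Mb for H3K27ac and 52.1 to 80.9 Mb for H3K27me3. The sequencing depth behind them is unknown. In all 16 lists the peak with the highest maximum lay on chromosome 2 near position 98496582, and this place ranked above the 99th percentile in every library of all 4 marks.

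To place H3K18la among the marks, widths and positions of peaks were compared across libraries. H3K18la peaks had a median width of 1374 ± 82.3 bp (SD, n = 4). H3K4me3 peaks measured 2104 ± 322 bp and H3K27me3 peaks 3448 ± 372 bp (n = 4 each), and both differed from H3K18la by more than the spread between libraries, with no overlap of the groups (exact permutation p = 0.0286, adjusted p = 0.0429 for both). H3K27ac peaks measured 2195 ± 1386 bp and did not differ from H3K18la (exact permutation p = 0.2, adjusted p = 0.257). One H3K27ac library, 4 dpi replicate 1, had a median of 4250 bp and was the only one of its batch. Without it, the difference between H3K18la and H3K27ac shrank from -821 to -136 bp. H3K27ac 2 dpi replicate 2 had a median of 1218 bp, below every H3K18la library, and without it the difference was -1147 bp and passed the threshold (exact permutation, adjusted p = 0.0367, n = 4 and 3).

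Of the H3K18la peaks, 40.2% ± 2.86 (SD, n = 4) lay at H3K4me3 regions and 34.2% ± 1.19 lay 10 to 100 kb from the nearest one. H3K27ac peaks did not differ past the threshold, with 41.7% ± 8.63 at H3K4me3 regions (exact permutation p = 0.714) and 32.5% ± 6.74 at 10 to 100 kb (exact permutation p = 0.629, n = 4). Without H3K27ac 4 dpi replicate 1, however, the share of H3K18la minus that of H3K27ac at 10 to 100 kb rose from 1.64 to 4.67 percentage points and passed it (exact permutation, adjusted p = 0.0367, n = 4 and 3). Fewer H3K27me3 peaks, 12.4% ± 1.18, lay at H3K4me3 regions and more, 51.0% ± 2.38, lay 10 to 100 kb away (exact permutation, adjusted p = 0.0429 for both, n = 4). Among the stronger peaks of each list, H3K18la minus H3K27ac was -12.6 percentage points at H3K4me3 regions and 4.82 points at 10 to 100 kb (exact permutation, adjusted p = 0.0367 for both), while H3K18la minus H3K27me3 at 10 to 100 kb shrank from -16.8 to -5.73 points (exact permutation, adjusted p = 0.0367).

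Peaks at H3K4me3 regions were stronger than distant peaks in the 3 other marks, and least so for H3K18la. The difference in median percentile was 12.4 ± 2.32 for H3K18la, 23.8 ± 2.61 for H3K27me3 and 36.8 ± 1.65 for H3K27ac (SD, n = 4 each). The regions are defined by H3K4me3, so its own value does not count here. H3K18la minus H3K27ac was -24.4 points and H3K18la minus H3K27me3 -11.4 points (exact permutation, adjusted p = 0.0429 for both). The contrast with H3K27ac cannot separate mark from batch, since H3K18la and H3K27ac share no batch. With ranks by maximum signal the contrast with H3K27me3 was -23.1 points (exact permutation, adjusted p = 0.0429), and among the stronger peaks it turned to 4.64 points (exact permutation, adjusted p = 0.0964). Without H3K18la 2 dpi replicate 1, which has the longest list, none of the 6 differences of widths, positions and strengths named as past the threshold passed it (exact permutation, adjusted p = 0.0514 to 0.0857), while each kept its direction. Sizes changed little, such as -730 to -703 bp in width against H3K4me3 and -11.4 to -12.5 points in strength against H3K27me3. The exact test moves in coarse steps with so few libraries, so falling short cannot show that the differences depend on this library.

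**Figure D1:**
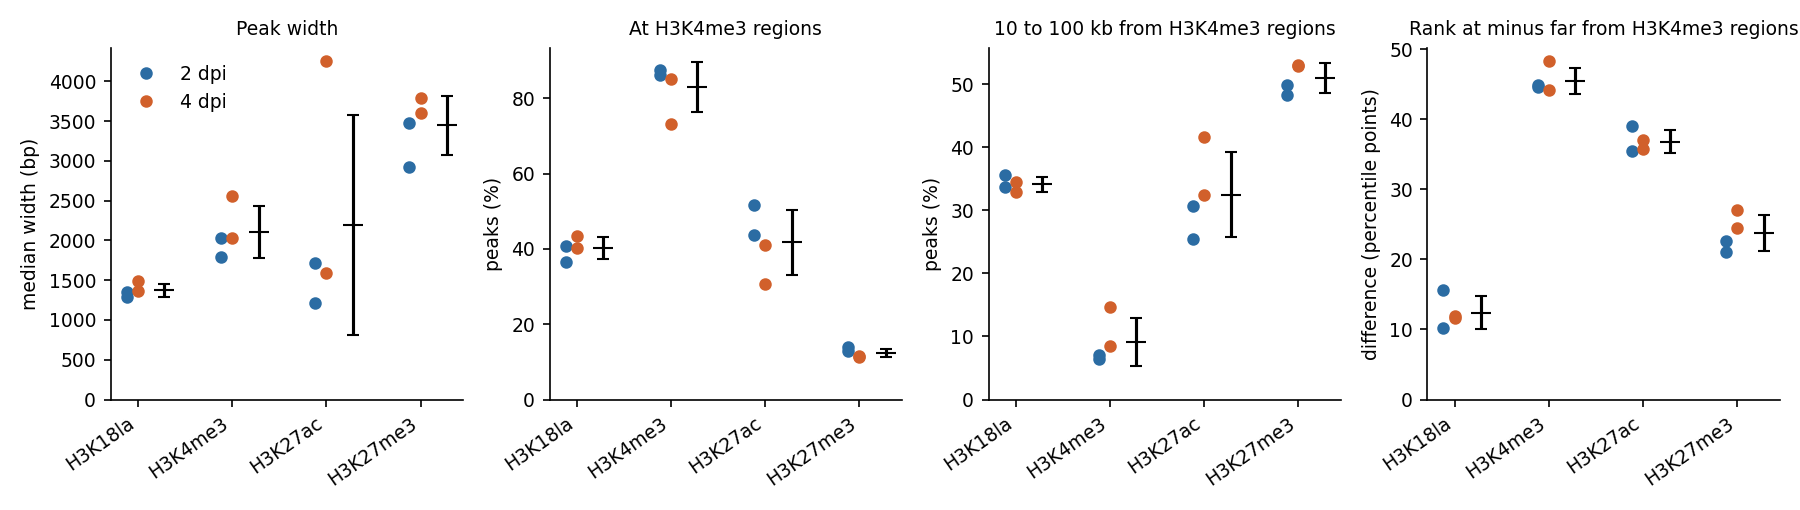
Each point is a library, at 2 dpi (blue) or 4 dpi (orange), and bars give the mean and SD of the 4 libraries of a mark. The panels show the median peak width in bp, the percent of peaks at H3K4me3 regions, the percent 10 to 100 kb away, and the strength difference in percentile points, where the 4 H3K18la libraries average 12.4.

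H3K18la overlapped H3K27me3 least, and H3K27ac on average more than H3K4me3. The Jaccard index was 0.287 ± 0.0661 with H3K27ac, 0.229 ± 0.0207 with H3K4me3 and 0.0113 ± 0.00278 with H3K27me3 (SD, n = 4 H3K18la libraries). The index with H3K27ac exceeded that with H3K27me3 in 4 of 4 libraries (exact sign-flip permutation p = 0.125, the smallest possible) and that with H3K4me3 in 3 of 4 (exact p = 0.25). The mean difference between H3K27ac and H3K4me3, 0.0580, was 0.108 without H3K27ac 4 dpi replicate 1 (exact sign-flip permutation p = 0.125) and 0.00779 without replicate 2 (exact p = 0.875). Counted as peaks, 80.6% ± 12.8 of H3K18la peaks met an H3K27ac peak, 45.7% ± 4.30 an H3K4me3 peak and 4.61% ± 0.831 an H3K27me3 peak (n = 4).

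Of 29836 H3K18la regions, 9325 were called in all 4 libraries. Counting only marks called in all 4 libraries, both H3K4me3 and H3K27ac accompanied 4287 of these and H3K27ac alone 3628. H3K4me3 alone accompanied 118, while 1292 carried neither. The 84.9% of these H3K18la regions that met a shared H3K27ac region compare with 6.15% after the regions were shifted along the chromosomes, and the 47.2% that met H3K4me3 with 3.51%. With H3K27me3, 3.71% overlapped, against 3.85% after shifting (100 shifts, range 3.22 to 4.36%), so that the overlap lay within the range of shifted positions. Seen from the 13298 H3K4me3 regions, 31.8% carried H3K18la in all 4 libraries and 77.9% H3K27ac.

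The H3K18la region ranked highest at H3K4me3 regions was the chromosome 2 place from 98496428 to 98497678 (GRCm39). It was present at the top of every mark, so its rank is not particular to H3K18la, and no blacklist filter was applied. Next came chromosome 1 from 24650616 to 24655271, X from 168768642 to 168792231, 9 from 124254050 to 124259700 and Y from 90774550 to 90795400. The one on chromosome 9 was high in every mark too, with mean percentiles of 99.96 in H3K4me3, 99.97 in H3K27ac and 95.8 in H3K27me3. Those on chromosomes 1, X and Y had 96.2 to 99.9 in H3K4me3 and H3K27ac, and 50.3 to 77.0 in H3K27me3. Whether mapping artefacts put these places at the top was not tested. Among the 1998 shared H3K18la regions over 10 kb from any H3K4me3 peak, the strongest was chromosome 16 from 3459215 to 3481205, with a mean percentile of 99.7 in H3K18la and 40.4 in H3K27ac. It was followed by a pair on chromosome 11, from 121684233 to 121700239 and from 121630340 to 121640279, with mean percentiles of 99.04 and 98.8 in H3K18la and 97.9 and 97.6 in H3K27ac. No library of H3K4me3 had a peak at these 3 places.

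To ask how each mark changed from 2 to 4 dpi, the presence of regions was compared first. H3K27me3 regions were gained rather than lost, with 1758 called in both libraries at 4 dpi and neither at 2 dpi against 148 the other way, and at most 277 in the other pairings of the libraries. H3K4me3 gained 1026 and lost 250 (at most 388 in other pairings) and H3K27ac gained 2527 and lost 305 (at most 1669). H3K18la lost 1303 and gained 457, fewer than the 1971 of another pairing. The losses and that 1971 lie on the side of 2 dpi replicate 1, which has the longest H3K18la list. The gains, on the other side, compare with 108 and 86 in the other pairings. There were 2 libraries per time point, so no test of these counts can pass the threshold.

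The H3K27me3 regions gained with the highest ranks were chromosome 7 from 144710475 to 144727344 and chromosome 4 from 155544218 to 155558284, at percentiles 86.4 and 81.1, and 83.9 and 81.2, of the 4 dpi libraries. The leading gained H3K27ac regions lay on chromosome 19 from 37673519 to 37682060 and chromosome 12 from 86002288 to 86026135. For H3K18la, the strongest losses were neighbours on chromosome 17, from 48524960 to 48529033 at percentiles 92.9 and 87.7 of the 2 dpi libraries and from 48522164 to 48524479 at percentiles 90.1 and 85.5. The leading H3K18la gain was chromosome 1 from 106158501 to 106160625, at percentiles 76.7 and 80.7 at 4 dpi.

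With lists cut to equal length the gains and losses were 841 and 322 for H3K27me3 (at most 254 in other pairings), 871 and 395 for H3K4me3 (at most 221), 1479 and 537 for H3K27ac (at most 1023), and 929 and 936 for H3K18la (at most 638), where H3K18la losses and gains were about equal. Among the stronger peaks of each list, gains fell to 675 for H3K27me3, 532 for H3K4me3, 1331 for H3K27ac and 268 for H3K18la, and H3K27me3 losses to 53. Leaving out any library changed most of these counts by more than 1.5 times, since fewer libraries must then call the region or lack it. Without 2 dpi replicate 1 H3K18la gained 2139 and lost 1899, which turns the direction. H3K18la losses rose to 10126 without 2 dpi replicate 2, and H3K27ac gains rose to 16049 without 4 dpi replicate 2.

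**Figure D2:**
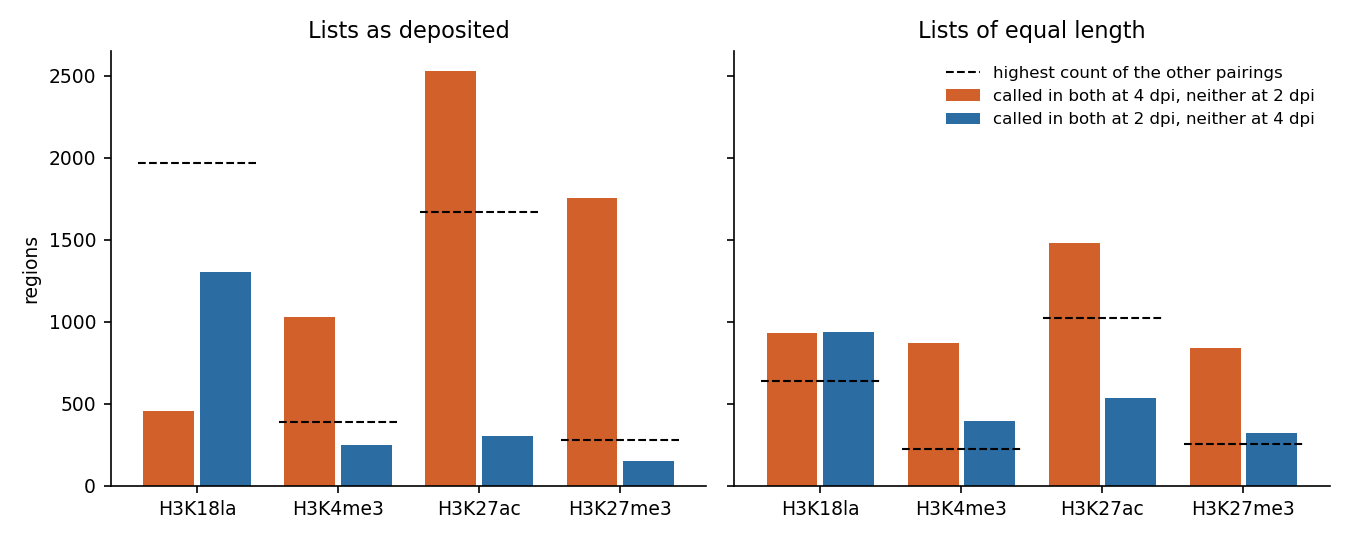
Number of regions called in both libraries of one time point and neither of the other, per mark, with lists as deposited (left) and cut to equal length (right). Dashed lines give the highest count in the other pairings of the 4 libraries, which is 277 for H3K27me3 with lists as deposited.

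As shares of all regions of a time point, 37.4% of 28076 H3K18la regions at 2 dpi had no overlap at 4 dpi, and 13.3% of 20134 at 4 dpi had none at 2 dpi. The other pairings gave shares of 37.5 and 8.83%, and 41.4 and 8.20%. In every pairing the first side holds 2 dpi replicate 1, which has the longest list (27578 peaks). The first share therefore moves with that list and cannot decide on an effect of time. The second share, 13.3%, was above those of the other pairings. Shares absent at the other time were 5.36% of the 2 dpi and 14.3% of the 4 dpi regions for H3K4me3, 11.7 and 46.1% for H3K27ac, and 9.14 and 33.4% for H3K27me3. The 2 sides of the other pairings gave 10.9 and 3.17%, and 2.89 and 11.6%, for H3K4me3, 43.9 and 10.7%, and 13.8 and 39.9%, for H3K27ac, and 16.3 and 16.8%, and 17.4 and 16.2%, for H3K27me3, so that much of the H3K4me3 and H3K27ac shares also arose without regard to time. With lists of equal length the H3K18la shares were 21.0 and 23.04%, and with a stricter threshold the H3K4me3 share at 2 dpi was 9.42%. Without 4 dpi replicate 1 of each mark, the shares at 2 dpi rose to 13.5% for H3K4me3, 29.5% for H3K27ac and 16.4% for H3K27me3. The shares at 4 dpi then fell to 7.89%, 23.4% and 26.6% in the same order. Without 2 dpi replicate 1 the H3K18la share at 2 dpi was 12.5% and that at 4 dpi 37.7%, and among regions called in both libraries of a time point the shares were 10.04 and 3.96% (8.28 and 0.953%, and 13.4 and 0.851%, in the other pairings), a definition chosen after the planned share had been seen.

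Next, the ranks of regions called in all 4 libraries were compared. Most calls were made in H3K4me3, with 1035 regions that rose and 1073 that fell of 13298 tested (limma, adjusted p under 0.05). In H3K27me3, 67 regions rose and 4 fell of 7515, and H3K27ac had 24 that rose and 1 that fell of 13494. The balance of H3K27ac changed without either 4 dpi library, and that of H3K27me3 without 4 dpi replicate 1, as given below. H3K18la had 4 that rose and 7 that fell of 9325. In the other pairings limma called 0 regions in every mark. At an unadjusted p under 0.05 the H3K18la regions numbered 1377, against 121 and 212 in the other pairings, and the H3K4me3 regions 4354, against 46 and 62.

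H3K18la rose most clearly on chromosome 9 from 40231151 to 40238402, from percentile 88.9 ± 0.9 to 99.3 ± 0.2 (SD, n = 2 libraries per time point, shift 1.23, SE 0.13, limma adjusted p = 0.00423). It also rose on chromosome 6 from 145747045 to 145750491, from percentile 24.5 ± 3.4 to 87.4 ± 3.1 (n = 2, limma adjusted p = 0.0234), on chromosome 13 from 13551944 to 13568099 and on chromosome 8 from 122864327 to 122876707 (both limma adjusted p = 0.0480). H3K27ac rose at all 4 of these places (limma adjusted p = 0.0289 to 0.0388) and H3K4me3 rose at the one on chromosome 13 (limma adjusted p = 0.00962). Without H3K18la 2 dpi replicate 2 or 4 dpi replicate 1 these H3K18la rises did not pass, with shifts on chromosome 9 of 1.16 and 1.11. Those on chromosomes 13 and 8 did not pass without 2 dpi replicate 1 either (shifts 0.49 and 0.57).

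The clearest fall of H3K18la was on chromosome 17 from 48498654 to 48509375, from percentile 99.6 at 2 dpi to 94.3 ± 2.9 at 4 dpi (SD, n = 2, shift -1.06, SE 0.13, limma adjusted p = 0.0116). The lost H3K18la regions on chromosome 17 lie 12.8 and 15.6 kb beyond its end, and 1 of 4 H3K27ac libraries and 0 of 4 H3K4me3 libraries had a peak over it. H3K18la also fell on chromosome 1 from 163206275 to 163212429 and on X from 169080809 to 169081618 (both limma adjusted p = 0.0177). It fell on chromosome 12 from 32290250 to 32294726, from percentile 96.1 to 54.4, and from 95658159 to 95665639, from percentile 94.6 to 63.5 (n = 2, limma adjusted p = 0.0214 for both). H3K4me3 fell with it at the second of these (shift -0.70, limma adjusted p = 0.00033). Of the 11 H3K18la regions called, 10 had a shared H3K27ac region. H3K27ac shifted the same way at 9 of them and passed at 4, all of them rises. On chromosome 12 from 32290250 to 32294726 it shifted the other way (0.57, limma adjusted p = 0.539). The falls of H3K18la did not pass without 2 dpi replicate 2, where the shift on chromosome 17 was -1.05. Without 4 dpi replicate 1, those on chromosome 1 (shift -0.80), X from 169080809 (-0.66) and chromosome 12 from 95658159 (-1.11) did not pass either. The last also did not pass without 2 dpi replicate 1 (shift -1.13).

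**Figure D3:**
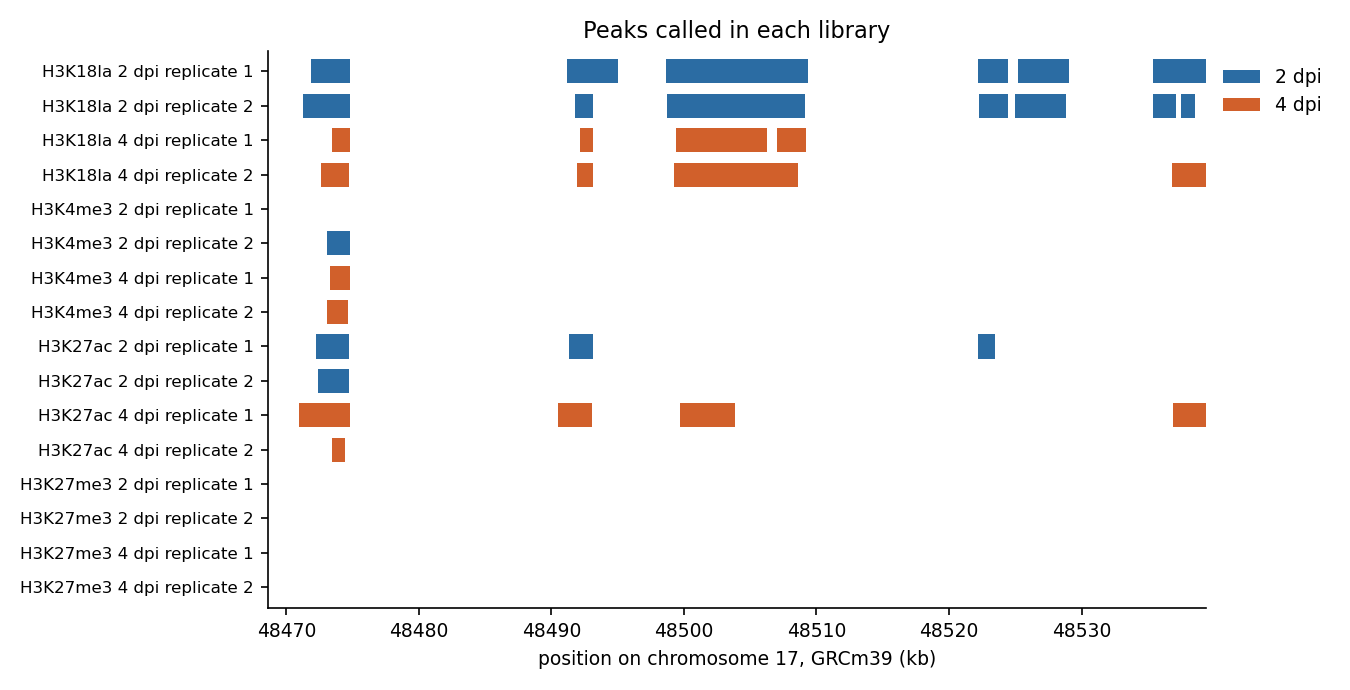
Peaks called in each of the 16 libraries around the H3K18la region that fell on chromosome 17 from 48498654 to 48509375, with position in kb (GRCm39) and bars for peaks at 2 dpi (blue) and 4 dpi (orange). Both 2 dpi H3K18la libraries have peaks between 48522164 and 48529033 and neither 4 dpi library does.

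H3K4me3 rose on chromosome 4 from 136608883 to 136626882, from percentile 94.5 ± 1.5 to 99.7 ± 0.2 (n = 2, limma adjusted p = 6.78e-05), where H3K27ac rose too (limma adjusted p = 0.0381). On chromosome 11 from 120120139 to 120127840 it rose from percentile 3.6 ± 3.5 to 79.4 ± 7.0 (n = 2, shift 2.76, limma adjusted p = 9.84e-05), while the called length grew from 0.686 and 1.23 kb to 7.61 and 6.77 kb. With maximum signal this shift was 0.15 (limma adjusted p = 0.812) and with mean signal per called base it turned to -0.15. H3K4me3 fell on chromosome 2 from 172233462 to 172245336, from percentile 99.3 to 91.4, and on chromosome 4 from 145550101 to 145563616, from percentile 84.8 to 26.0 (n = 2, limma adjusted p = 3.81e-05 for both). With maximum signal the first fall passed (shift -0.98, limma adjusted p = 0.0305) and the second did not (shift -0.88, limma adjusted p = 0.273). The rise on chromosome 4 from 136608883 to 136626882 did not pass either (shift 0.46, limma adjusted p = 0.305). The H3K18la region inside this place, from 136617453 to 136623435, moved by total signal from percentile 31.6 to 87.5 (n = 2). Its shift of 1.70 did not pass (limma adjusted p = 0.0690). H3K27ac rose most on chromosome 9 from 118430627 to 118449287, from percentile 4.5 ± 0.4 to 92.5 ± 0.9 (n = 2, limma adjusted p = 0.00373), and again from 118486845 to 118510333 (limma adjusted p = 0.0289). Without H3K27ac 4 dpi replicate 1 neither passed (shifts 2.36 and 1.28, against 3.14 and 1.37), and without replicate 2 the second did not (shift 1.28). H3K27me3 rose on chromosome 14 from 31645178 to 31673337, from percentile 57.9 ± 4.8 to 92.5 ± 1.0, and on chromosome 5 from 122122933 to 122144439, from percentile 29.4 ± 5.2 to 85.2 ± 0.2 (n = 2, limma adjusted p = 0.00653 for both). Neither passed without H3K27me3 4 dpi replicate 1, nor the second without replicate 2. Without replicate 1 the shifts were 0.90 and 2.04, against 1.24 and 1.59 with all libraries.

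The shift correlated across regions with the log2 change in called length at r = 0.671 for H3K18la, 0.568 for H3K4me3, 0.825 for H3K27ac and 0.828 for H3K27me3. With ranks by maximum signal limma called 0 H3K18la regions (984 at an unadjusted p under 0.05), 363 H3K4me3 regions, of which 262 were called by total signal too, 0 H3K27ac regions (1415) and 4 H3K27me3 regions. With mean signal per called base, an alternative added later, it called 0 (750), 5, 0 (1005) and 0 (520). All 11 H3K18la regions kept their direction under both. The shift on chromosome 9 was then 1.36 and 1.80 and that on chromosome 17 -1.41 and -2.39, while on X from 169080809 to 169081618 it shrank from -0.73 to -0.06 and -0.08. With log2 of median-scaled signal the H3K18la calls rose to 113 and the H3K27ac calls to 68, and in the upper part of the shared regions H3K27ac had 56. H3K18la calls ranged from 0 without 2 dpi replicate 2 (822 at an unadjusted p under 0.05) over 2 without 4 dpi replicate 1 and 22 without 2 dpi replicate 1 (17 rose and 5 fell) to 367 without 4 dpi replicate 2 (76 and 291). H3K4me3 calls fell to 1089 (412 rose and 677 fell) and 705 (235 and 470) without 4 dpi replicates 1 and 2. H3K27ac calls split into 22 that rose and 45 that fell without 4 dpi replicate 1, and 31 and 24 without 4 dpi replicate 2, and rose to 284 and 93 without 2 dpi replicates 1 and 2. H3K27me3 calls were 6 (3 rose and 3 fell) and 2 without 4 dpi replicates 1 and 2, and 484 without 2 dpi replicate 2.

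Where H3K4me3 shifted, H3K18la tended to shift the same way. Of the 228 H3K4me3 regions that rose and carried a shared H3K18la region, 73.2% had a positive H3K18la shift (median 0.29), and of the 594 that fell, 26.9% did (median -0.22). H3K27ac showed no such split, with medians of -0.22 at H3K4me3 regions that rose, -0.09 at those that fell and -0.13 at those not called. However, H3K27ac 4 dpi replicate 1 was the only library of its batch, so H3K27ac shifts may mix time with batch. No median or correlation here was computed without that library, so whether H3K27ac follows H3K4me3 stays open. Across 4233 H3K4me3 regions the shifts of H3K18la and H3K4me3 correlated at r = 0.282 (Spearman 0.282), against -0.0108 to 0.0904 in the other pairings. H3K18la and H3K27ac correlated at r = 0.221 across 4119 H3K4me3 regions (-0.0646 to 0.0352 in the other pairings) and at r = 0.382 across 1196 regions over 10 kb from any H3K4me3 peak, where the other pairings gave -0.0887 to 0.0526. H3K4me3 and H3K27ac correlated at r = -0.0850 across 10360 regions (-0.0527 to 0.0507 in the other pairings), H3K4me3 and H3K27me3 at -0.0895 across 1413 (-0.0346 to 0.0524), H3K18la and H3K27me3 at -0.138 across 192 (-0.0935 to 0.132), and H3K27ac and H3K27me3 at 0.0161 across 455, inside the range of -0.0268 to 0.109. These are 7 correlations across regions, which are not independent replicates, and no p is given. With ranks by maximum signal the correlation of H3K18la with H3K27me3 was -0.00952 and that of H3K27ac with H3K27me3 turned to -0.105.

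**Figure D4:**
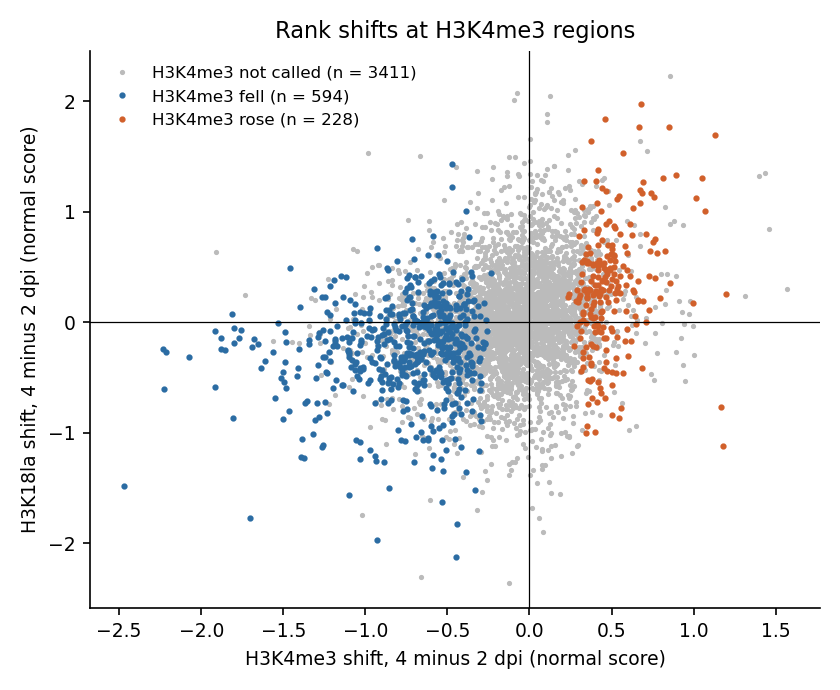
Shift of H3K18la against shift of H3K4me3, both as the difference in normal score, 4 minus 2 dpi, at the 4233 H3K4me3 regions that carry a shared H3K18la region. Points are regions where H3K4me3 rose (orange, 228), fell (blue, 594) or was not called (grey, 3411), and the correlation is 0.282.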

Values the study reported

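The study reported typical peak widths of 1000 to 2000 bp for H3K18la, 1500 to 2500 bp for H3K4me3, 1000 to 3500 bp for H3K27ac and 2000 to 6000 bp for H3K27me3. It reported that 10.5% of the H3K18la peaks at 2 dpi were not detected at 4 dpi, and 4.2% the other way.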

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

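The tests of the number of regions and of the batch, and the comparison of mitochondrial peaks, were chosen after the results had been seen.

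In H3K4me3, 4 dpi replicate 1 stood apart from the other libraries of its mark in the share of its peaks at H3K4me3 regions (73.3%) and in its strength difference (48.3 percentile points). The median peak width of H3K27ac 4 dpi replicate 1 (4250 bp) stood apart in the same way. The H3K4me3 values rest on regions called in all 4 H3K4me3 libraries, and that library had the longest list of its mark (18413 peaks). They therefore cannot tell an unusual library from a longer list. In all, 20 groups of 4 libraries were examined, of which chance sets apart about 1 in 20.

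Each list also held a peak over the mitochondrial genome, which no comparison used. It spanned 16.3 kb in all 16 libraries. In H3K18la it held 4.08% of all peak signal (SD 1.00, n = 4 libraries), against 0.402% in H3K4me3, 0.225% in H3K27ac and 0.0740% in H3K27me3, and each of these differed from H3K18la (exact permutation p = 0.0286, adjusted p = 0.0286). Its mean signal per base in H3K18la libraries was 1808 to 3185.

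More H3K4me3 than H3K18la regions shifted rank between 2 and 4 dpi. The number of regions tested does not account for this, since the share called was 134 times higher in H3K4me3. When noise was added to the H3K4me3 scores until their residual SD equalled that of H3K18la (0.438), limma called on average 47.3 regions (8 to 108 in 10 draws), or 0.356%, against 0.118% for H3K18la, so that a larger spread between H3K18la libraries is a candidate explanation of most of the difference in calls. Once the spread between libraries was taken out, the SD of the shifts was 0.375 for H3K4me3 and 0.358 for H3K18la, a difference of 0.0165 with a jackknife SE of 0.00998 over 21 chromosomes; the bound set in advance was the range of estimates with 1 chromosome left out, which this difference passes, but that range understates the error because such estimates share nearly all regions. Whether H3K18la truly shifted less therefore stays open, and time point as a biological source of both marks' shifts was tested only against the other pairings.

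H3K27me3 regions were gained rather than lost from 2 to 4 dpi. The lists at 4 dpi were longer, but with lists of equal length gains still exceeded losses 2.61 times, against 0.917 and 1.52 times in the other pairings, so list length alone is unlikely to be the whole cause. Cutting lists lowered the ratio, which with lists as deposited rests on 1758 and 148 regions, so part of it may come from list length. A difference in depth or background between the libraries stays open because depth is unknown, as does a biological change with time.

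H3K27ac peaks of 1 library at 4 dpi were wider. This library alone comes from its batch, and the other H3K27ac libraries differed in median width by at most 1.41 times. The batch and the library cannot be told apart, since no other library shares the batch. Depth stays open as well, and no biological explanation was tested.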

How the results depend on the processing

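The stand-ins at H3K4me3 regions with all their alternatives, gained and lost regions, co-movement at H3K4me3 regions, mean signal per called base and regions called in both libraries were tests chosen after seeing the data; the others were planned. The alternatives that need annotation (promoter windows of 1000 bp, gene starts, gene lists and their correlation settings) were not run. Tests between marks do not account for cells or mice that the marks may share. Depth is unknown, and 2 libraries per time point limit all comparisons of time. All 6 contrasts of median width under a stricter threshold or equal lists kept their direction and side of the threshold, with H3K18la minus H3K27me3 moving from -2074 to -3581 bp under the stricter threshold. The overlap contrasts, whose test cannot pass the threshold, kept their direction in all 6 alternatives and in all 32 values with a library left out, though H3K27ac minus H3K4me3 moved from 0.0580 to 0.108 without H3K27ac 4 dpi replicate 1 and to 0.00779 without replicate 2, and to 0.120 with a stricter threshold. Unless stated, the cause of a change was not tested.

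With a stricter threshold, H3K18la minus H3K27ac became -12.6 points at H3K4me3 regions and 4.82 points at 10 to 100 kb, and H3K18la minus H3K27me3 became -5.73 points at 10 to 100 kb and 4.64 points in strength, which was -23.1 points with ranks by maximum signal. With equal lists H3K18la minus H3K27ac was -5.42 points at H3K4me3 regions and 3.85 points at 10 to 100 kb. With H3K4me3 regions of any library, these 2 were 0.469 and -0.0856 points, against main values of -1.51 and 1.64 that had not passed. Shares of 2 dpi regions absent at 4 dpi, and of 4 dpi regions absent at 2 dpi, became 39.1 and 19.6% for H3K18la with a stricter threshold, 9.59 and 34.4% for H3K27ac, 7.72 and 26.4% for H3K27me3, and 9.42% for H3K4me3 at 2 dpi. With equal lists they were 21.0 and 23.04% for H3K18la, 7.51 and 11.1% for H3K4me3, 13.9 and 34.3% for H3K27ac and 14.1 and 22.96% for H3K27me3. An overlap of 50% gave 38.4 and 14.3%, 13.2 and 46.7%, and 10.4 and 34.6% for H3K18la, H3K27ac and H3K27me3. Among regions called in both libraries of a time point they were 10.04 and 3.96% for H3K18la, 1.76 and 6.64% for H3K4me3, 2.05 and 12.9% for H3K27ac and 1.84 and 16.3% for H3K27me3. Fewer regions are counted by construction, since each must be called in 2 libraries, but the cause of the lower shares was not tested. Gained regions with a stricter threshold numbered 268, 532, 1331 and 675 for H3K18la, H3K4me3, H3K27ac and H3K27me3, and lost H3K27me3 regions 53. With equal lists, gains were 929 for H3K18la, 1479 for H3K27ac and 841 for H3K27me3, and losses 395 for H3K4me3, 537 for H3K27ac and 322 for H3K27me3.

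Regions with a rank shift by limma numbered 0, 363, 0 and 4 for H3K18la, H3K4me3, H3K27ac and H3K27me3 with the maximum signal (984, 2480, 1415 and 533 at an unadjusted p under 0.05), and 0, 5, 0 and 0 with mean signal per called base (750, 2118, 1005 and 520). With log2 of median-scaled signal they were 113 for H3K18la and 68 for H3K27ac, and the 2820 of H3K4me3 split into 938 that rose and 1882 that fell. The upper part of shared regions gave 56 for H3K27ac. With the replicate number as a block they were 218 for H3K18la, 581 for H3K27ac (447 rose and 134 fell) and 209 for H3K27me3, where the names of the deposited lists swap the numbers at 4 dpi; the residuals of libraries with the same number correlated at -0.0648, -0.00265, 0.0862 and -0.0520 in the 4 marks. Of 34 named regions, 34 were called with the block, 30 with log2, 4 with the maximum and 0 with mean signal per base. The replicate numbers pair no libraries across time, so calls with the block cannot show that a shift is stable. The sign turned for H3K4me3 on chromosome 4 from 53154502 to 53161018 (-0.0180) and H3K27me3 on chromosome 9 from 91230060 to 91289302 (0.285) with the maximum, and for H3K4me3 on chromosome 11 from 120120139 to 120127840 (-0.147) with mean signal per base. Correlations of shifts with the maximum signal were 0.200 for H3K18la and H3K4me3, 0.162 for H3K18la and H3K27ac, 0.285 for these far from H3K4me3, -0.00952 for H3K18la and H3K27me3, and -0.105 for H3K27ac and H3K27me3.

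With 1 library left out, H3K18la minus H3K4me3 in median width lay between -833 and -579 bp, H3K18la minus H3K27ac between -1147 and -136 bp, past the threshold without H3K27ac 2 dpi replicate 2 (exact permutation, adjusted p = 0.0367), and H3K18la minus H3K27me3 between -2248 and -1960 bp. Shares at H3K4me3 regions against H3K27ac lay between -5.18 and 1.79 points, positive without H3K27ac 2 dpi replicate 2, and against H3K27me3 between 26.8 and 29.1. Shares at 10 to 100 kb lay between -0.728 (without H3K27ac 2 dpi replicate 2) and 4.67 points (without H3K27ac 4 dpi replicate 1, exact permutation, adjusted p = 0.0367, past the threshold) against H3K27ac and between -18.6 and -16.2 against H3K27me3, and strength differences between -25.5 and -23.1 and between -12.5 and -10.3. Without H3K18la 2 dpi replicate 1 the contrasts past the threshold fell short of it (exact permutation, adjusted p = 0.0514 to 0.0857). Their sizes changed little, and the coarse steps of the test cannot show that they depend on this library. Shares of 2 dpi regions absent at 4 dpi ranged from 12.5% (without 2 dpi replicate 1) to 52.2% (without 4 dpi replicate 2) for H3K18la, from 3.596% (2 dpi replicate 2) to 13.5% (4 dpi replicate 1) for H3K4me3, from 7.07% (2 dpi replicate 1) to 29.5% (4 dpi replicate 1) for H3K27ac and from 5.32% (2 dpi replicate 1) to 16.4% (4 dpi replicate 1) for H3K27me3. Shares of 4 dpi regions absent at 2 dpi ranged from 9.59% (4 dpi replicate 1) to 37.7% (2 dpi replicate 1), from 7.89% (4 dpi replicate 1) to 19.8% (2 dpi replicate 2), from 23.4% (4 dpi replicate 1) to 59.9% (2 dpi replicate 1) and from 25.8% (4 dpi replicate 2) to 42.1% (2 dpi replicate 2) in the same order. Gained regions numbered 586 to 2139, 1298 to 2502, 3032 to 16049 and 2458 to 3942, and lost regions 1896 to 10126, 301 to 901, 824 to 2595 and 271 to 761, in that order, more by construction, since fewer libraries must call the region or lack it. Rank shifts were called in 0 (822 at an unadjusted p under 0.05) to 367, 705 to 2776, 55 to 284 and 2 to 484 regions; the 6 of H3K27me3 without 4 dpi replicate 1 split into 3 and 3. In a comparison with 1 library at a time point, that library is assumed to vary like the others. Of 136 checks of named regions with a library left out, 91 kept their call and 0 changed sign.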

Other observations

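The tests in this part were chosen after the main results had been seen, and the region on chromosome 9 was chosen after its values were seen; the test of neighbouring regions was fixed before its result was seen.

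Not all H3K4me3 regions carried marks of activity in all 4 libraries. Of 13298, 1413 (10.6%) met a shared H3K27me3 region, against 3.96% after shifting positions (3.24 to 4.50% in 100 shifts), and 939 of these carried neither H3K18la nor H3K27ac in all 4 libraries. The next counts also rest on marks called in all 4 libraries, so peaks called in fewer libraries may be present. The regions with both H3K18la and H3K27ac but no H3K27me3 numbered 3946 and had a median width of 3632 bp. The 5959 with H3K27ac alone had 3073 bp, and the 1885 with none of the 3 marks in all 4 libraries had 2332 bp.

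On chromosome 9 between 118430627 and 118510333, H3K27ac rose over regions from 118430627 to 118449287 (shift 3.14) and from 118486845 to 118510333 (shift 1.37), and a region between them from 118472075 to 118486006 was gained. The H3K18la region inside the first, from 118445386 to 118448619, had a shift of 2.33 (limma adjusted p = 0.0532) and did not pass. Without H3K27ac 4 dpi replicate 1 neither H3K27ac region passed (shifts 2.36 and 1.28), and without replicate 2 the second did not (shift 1.28). In H3K4me3 the place of the first H3K27ac region had a shift of 0.71 (limma adjusted p = 0.00782), which passed, and in H3K27me3 one of -0.49 (limma adjusted p = 0.0672).

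H3K4me3 regions that shifted lay near each other. Of 1035 that rose, 391 had another that rose within 100 kb, against 195 on average and at most 256 in 1000 random draws of as many H3K4me3 regions, and of 1073 that fell, 310 had one, against 210 and at most 265. These counts describe the pattern, and no explanation of it was tested. GC content and gene density were not used here.

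The share of H3K18la regions at 2 dpi with no overlap at 4 dpi was 37.4%, and that at 4 dpi with none at 2 dpi was 13.3%. Both are higher than the values quoted from the study above, but the sets are not alike. These shares count merged regions called in either library, while the study reports peaks. Its methods also state that peaks overlapping blacklist regions were removed, a step not applied here. Among regions called in both libraries of a time point the shares were 10.04 and 3.96%, close to the values quoted from the study. This definition was tried because of the difference in the planned shares. In the other pairings these shares were 8.28 and 0.953%, and 13.4 and 0.851%. The first side of every pairing holds 2 dpi replicate 1, which has the longest list, so the first share cannot decide on an effect of time. The second share, 3.96%, was above those of the other pairings.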
